A study of Rattus norvegicus with 12 samples. Its data were reported in "Genome-Wide Methylation and Gene Expression Changes in Newborn Rats following Maternal Protein Restriction and Reversal by Folic Acid" (2013).

How the data were processed

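The series holds Illumina RatRef-12 Expression BeadChip arrays, a 1-colour platform in which beads carry gene probes, of liver RNA from 12 male rats culled 1 day after birth. The labels place 4 livers in each of 3 groups, named after the diet of the dam: control (C), maternal low protein (MLP) and maternal low protein supplemented with folic acid (MLP-F). The study's methods state that a single litter was used per diet, and that these livers came from it. The pups of a group are therefore littermates, diet and litter cannot be separated, and every p-value here measures the spread among pups and not among litters.

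Per the study's methods, the authors processed bead summaries with the beadarray and limma packages of R, with quantile normalization. Low quality probes were filtered out by a rule that is not given in the sources used here. The study links a Bioconductor release for both packages, while their own versions and any background correction are not given there either. The deposited values are log2 values of 22505 probes that run from 4.00 to 4.63, a fold range of only 1.55 for a whole array. Every value lies just above log2 of 16, the offset that limma's neqc adds before it takes a logarithm. They were taken to be log2 of 16 plus a value that was itself already on a log2 scale. This reading comes from the values and is not stated in any source. Each deposited value v was converted to 2 to the power v minus 16, called the re-expanded log2 scale, which runs from 0.047 to 8.82. If that reading holds, a difference on it is about a log2 ratio of intensity without background subtraction, and it understates the change of dim probes. The 12 samples shared nearly the same distribution (largest gap between a sorted value and its mean over samples, 0.053), so no normalization was added. A second deposited table of log2 bead intensities has 12 columns named by chip and array position. No label carries such a name, so those 12 columns were not matched to samples and were not used. The design written before the data were examined had assumed these intensities with detection p-values, and the value table was used in their place, with the filter on mean level that the design gave for data without detection p-values.

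Probes with a mean above the 30th percentile were kept, 15753 of 22505. Gene symbols came from the platform annotation, brought up to date through Entrez identifiers with a RefSeq gene table of assembly GRCr8. Of all probes 13778 had 1 symbol, 0 had several and 8727 had none, and 40 Entrez identifiers were not found in the table. Among kept probes 10552 had a symbol, from 10321 genes. No reference genome was used, and no coordinates are given. Of the 218 genes with several kept probes, 20 had a called probe between MLP and C, and 3 of these had another one called.

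Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) to all 12 samples in a single fit with 3 contrasts, MLP vs C, MLP-F vs C and MLP vs MLP-F, all two-sided. The fit had 9 residual degrees of freedom and a prior of 2.26. P-values were adjusted over the 15753 probes by the Benjamini-Hochberg method, and a probe with an adjusted p under 0.05 is called changed. Counts at 0.01 are also given. All adjusted p-values of single genes are from limma. As the study chose 2 of the gene lists from these samples, those are not independent evidence. In all, 40 lists of pathways, liver cell types and neighbouring tissues were written and 39 were tested. A list of Y-linked genes and Xist had 0 kept probes, under the minimum of 5. Lists were tested with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation, and with fry, each adjusted over the lists of a contrast. With an estimated correlation 0 lists passed in any contrast, while 8, 1 and 5 had an unadjusted p under 0.05 in MLP vs C, MLP-F vs C and MLP vs MLP-F. Fry, which asks whether the genes of a list move one way on balance, called 12, 0 and 11 lists (18, 3 and 16 at an unadjusted p under 0.05). The second adjusted p beside a list is the one with an estimated correlation.

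Named genes followed a rule fixed before the data were examined. It took the 10 largest rises and 10 largest falls among called probes with a symbol and no overlap between the 4 samples of each group, the genes that the study's text names for expression, up to 4 probes with the smallest p of each list, and the 5 probes with the smallest p. For genes with several probes, the one with the smallest p in MLP vs C is given. No overlap of 4 against 4 values comes about by chance in 2.86% of unchanged probes. The model was tested on simulated data with the spread of the real probes. For MLP vs C over 15753 probes, 76.1% of 67 probes changed by 0.5 were recovered, 98.5% of 67 changed by 1 and 98.5% of 66 changed by 2, with wrong calls making up 4.21% of calls. These simulated changes were put on probes of every level, upward or downward. Samples had medians of 0.226 to 0.228 over all probes on the re-expanded scale, where a fall of 0.5 has no room. Recovery for real dim probes is therefore not known and may be lower. The number of arrays limits the precision. Alternatives covered normalization, the scale, the filter, the variance prior, array weights, the samples in the fit, averaging per gene, a block for the replicate number, the threshold, the list test and leaving out each sample in turn. After the data were seen, a filter at the 50th percentile, a fit without C replicates 1 and 4, and marker lists of lung, stratified squamous epithelium and smooth muscle were added.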

Results

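Expression was assessed for 22505 probes in individual livers of 12 male rat pups on postnatal day 1, with n = 4 in each of the groups C, MLP and MLP-F. The comparison of MLP with C addresses the effect of a low protein maternal diet on the newborn liver, and the comparisons with MLP-F ask what remains of it when the dam's diet also holds extra folic acid. Each sample had a median of 4.02 on the deposited log2 scale. All differences below are on the re-expanded log2 scale, whose derivation from the deposited values is inferred. Between littermates of a group, samples correlated across probes with r from 0.977 to 0.989 in C, from 0.990 to 0.993 in MLP and from 0.980 to 0.990 in MLP-F. The first principal component (28.4% of the variance) set the 4 MLP livers, at 16.3 to 18.1, apart from the other 8, at -13.4 to -2.33.

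Transcripts of tissues outside the liver were high in a pair of C samples. In C replicate 4 the skeletal muscle marker list had a median of 4.42, against at most 0.230 in the other samples, with Acta1 at 7.22, Ckm at 4.95 and Myh3 at 4.91. The same sample held the lung transcripts Scgb1a1 at 4.18 and Sftpb at 3.96. In C replicate 1 the keratins Krt14 and Krt15 stood at 3.56 and 3.49, the smooth muscle actin Actg2 at 7.48 and the collagen Col1a1 at 3.98. The median of the stellate cell and fibroblast list was 3.30 in that sample, 1.54 in C replicate 4, and at most 1.36 in the rest. MLP-F replicate 2 correlated best with C replicate 2 (r = 0.993), above any pair within MLP-F. Hepatocyte markers had a median between 7.36 and 7.80 in the 12 livers.

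**Figure D1:**
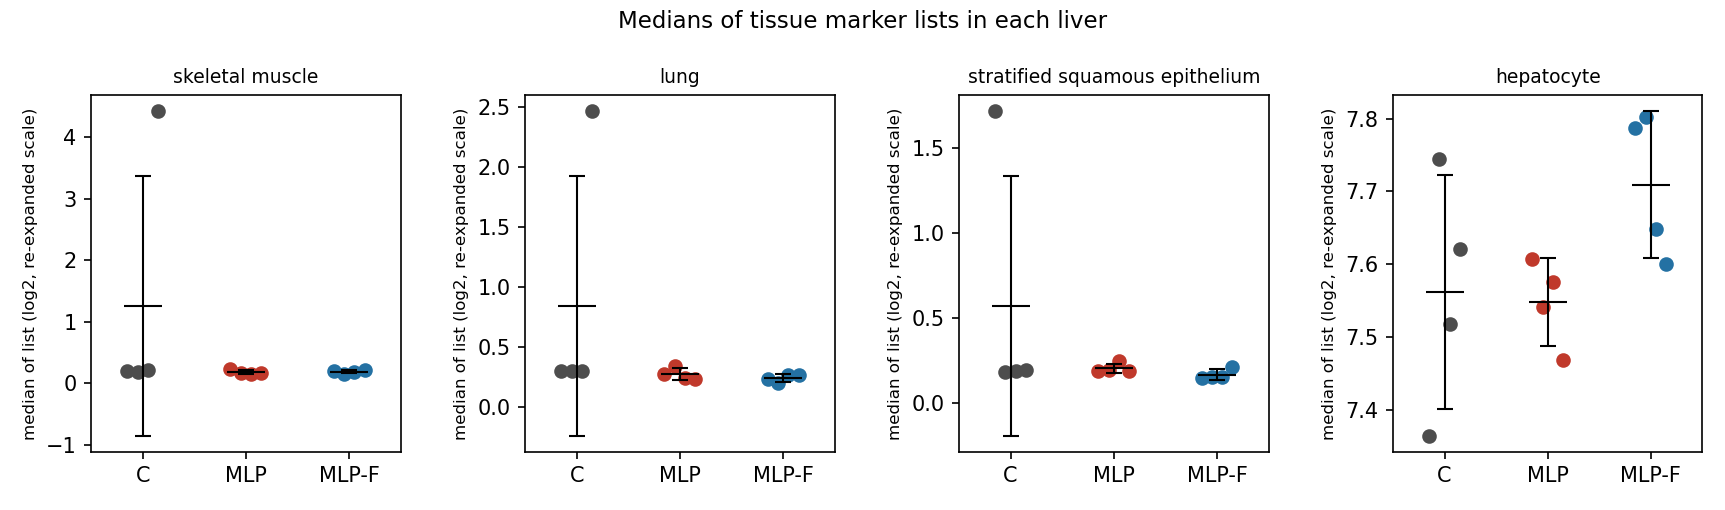
Median of 4 marker lists in each liver, on the re-expanded log2 scale, against group. Points are livers in order of replicate, and black bars are the group mean ± SD of 4 livers. C replicate 4 stands at 4.42 for skeletal muscle and C replicate 1 at 1.71 for stratified squamous epithelium, while hepatocyte medians lie between 7.36 and 7.80.

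In MLP livers, 20 of 45 probes of DNA replication and 18 of 48 of mitosis fell relative to C, and 7 of 39 probes of amino acid catabolism, 9 of 35 of xenobiotic metabolism and 5 of 14 of the circadian clock rose. Camera called these 5 lists, and each call was lost with an estimated correlation (adjusted p = 0.110 to 0.263). Fry called all 5 (adjusted p = 0.000450 to 0.0291 by fry). Among lists that camera also called and that are given below, fry did not call some. These were the erythroid, macrophage, oxidative phosphorylation, stellate cell and skeletal muscle lists (adjusted p = 0.0769 to 0.347 by fry). The largest rise among named genes was in the embryonic globin Hbe1, at 3.83 ± 0.84 in MLP against 1.38 ± 0.63 in C (SD, n = 4 each), a difference of 2.44 (SE 0.39, adjusted p = 0.00817). Among genes with a symbol, the largest fall was in Mmadhc, which takes part in intracellular processing of cobalamin, at 1.65 ± 0.16 in MLP against 4.47 ± 0.063 in C (SD, n = 4 each), where expression fell by 2.81 (SE 0.19, adjusted p = 4.29e-05). Pcna, the sliding clamp of the replication fork, fell by 1.26 (SE 0.18, adjusted p = 0.00480), and Cdk1, the kinase that drives entry into mitosis, fell by 1.20 (SE 0.20, adjusted p = 0.00965). The clock repressor Per1 rose by 1.33 (SE 0.15, adjusted p = 0.00221). Without C replicates 1 and 4, a fit added after the data were seen, limma no longer called Pcna (adjusted p = 0.0501) and Cdk1 (0.0656). Their differences in that fit, which has fewer C livers, were -1.13 and -1.20.

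Other large rises were in Ndrg2 (1.65), Rbp2 (1.63), Cyp2b15 (1.59), Usp2 (1.57), Sult1a1 (1.49), Tsku (1.48), Hrk (1.48) and Nupr1 (1.45), with adjusted p from 0.00116 to 0.0429. They include a retinol-binding protein (Rbp2), a cytochrome P450 (Cyp2b15), a sulphotransferase (Sult1a1) and a pro-apoptotic protein (Hrk). Other large falls were in C9 (-1.73), Spink1l (-1.73), Hao1 (-1.58), Fabp2 (-1.51), Lrrc42 (-1.43), Alox15 (-1.32) and Cldn3 (-1.32), with adjusted p from 0.00274 to 0.0180. C9 is a terminal complement component, Hao1 a peroxisomal hydroxyacid oxidase and Cldn3 a tight junction protein. The smallest p-values belonged to ILMN_1349205, a probe without a symbol here (-3.17 (SE 0.10, adjusted p = 4.39e-08)), and to ILMN_1650062 (-1.84 (SE 0.078, adjusted p = 4.84e-07)). In all these genes the 4 MLP values lay on one side of the 4 C values, which the naming rule required of the large rises and falls. In Tsku, Fabp2 and Pcna 1 sample of a group stood well apart from its 3 littermates. The fit without C replicates 1 and 4 no longer called Ndrg2 (adjusted p = 0.128), Nupr1 (0.0870) and Fabp2 (0.0679). It has fewer C livers, and their differences in it were 1.695, 1.30 and -1.66.

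Of 45 probes in the replication licensing and fork list, 20 fell and 0 rose (31 changed when adjusted over the list alone), with a median of -0.49 (adjusted p = 8.43e-25 by camera, adjusted p = 0.145 with an estimated correlation). Besides Pcna, Rrm2, a subunit of ribonucleotide reductase, fell by 1.17 (SE 0.13, adjusted p = 0.00176) and Rfc2 of the clamp loader by 0.99 (SE 0.10, adjusted p = 0.00124). In the mitosis and spindle list 18 of 48 fell and 0 rose (36 over the list alone), with a median of -0.52 (adjusted p = 2.13e-22 by camera, adjusted p = 0.205 with an estimated correlation). In it Ccna2, a cyclin of S phase and mitosis, fell by 1.00 (SE 0.16, adjusted p = 0.00747), and Kif20a (-0.73) and Ttk (-0.72) also fell. DNA repair genes fell in 5 of 33 probes, among them Timeless (-0.60) and Exo1 (-0.62), with a median of -0.066 (adjusted p = 0.0203 by camera, adjusted p = 0.224 with an estimated correlation). In the erythroid list, 2 of 32 probes rose and 3 fell, with a median of -0.16 (adjusted p = 0.0129 by camera, adjusted p = 0.491 with an estimated correlation). Its members moved apart, with Hbe1 and the heme enzyme Alas2 (0.34) higher and Car2 (-0.60) and the haemoglobin chaperone Ahsp (-0.51) lower. The macrophage and Kupffer cell list had a median of 0.27 (adjusted p = 0.00113 by camera, adjusted p = 0.378 with an estimated correlation), in which C1qc (0.51) alone of 13 probes rose. The fit without C replicates 1 and 4 no longer called Ccna2 (adjusted p = 0.0563), Ttk (0.0628), Timeless (0.0607), Exo1 (0.0515), Car2 (0.0774), Alas2 (0.106), Ahsp (0.0708) and C1qc (0.188). It has fewer C livers, and its differences were Ccna2 -0.98, Ttk -0.69, Timeless -0.57 and Exo1 -0.67. Those of the others were Car2 -0.62, Alas2 0.35, Ahsp -0.56 and C1qc 0.47. Of the 33 DNA repair probes that fit called 0.

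**Figure D2:**
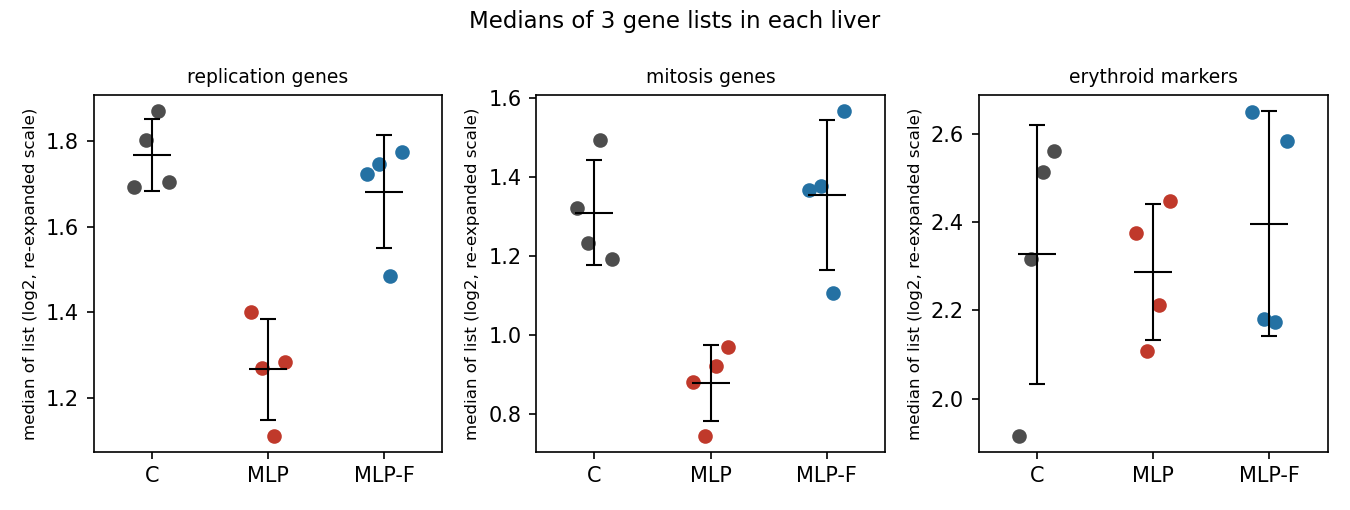
Median of the replication, mitosis and erythroid lists in each liver, on the re-expanded log2 scale, against group. Points are livers in order of replicate, and black bars are the group mean ± SD of 4 livers. All 4 MLP livers lie below all 4 C livers for replication and mitosis genes and overlap with them for erythroid markers.

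Among genes that the study's text names for expression, 25 of 30 probes changed, 9 higher and 16 lower (27 over the list alone, which is not independent evidence, as the study chose these genes on the same samples), and camera gave a shift down (adjusted p = 0.000177 by camera, adjusted p = 0.224 with an estimated correlation). The maintenance DNA methyltransferase Dnmt1 fell by 0.69 (SE 0.12, adjusted p = 0.0111), while the de novo methyltransferases Dnmt3a and Dnmt3b rose by 0.90 (SE 0.14, adjusted p = 0.00816) and 0.87 (SE 0.16, adjusted p = 0.0138), with 1 MLP sample of each below the other 3. Gnmt, which uses S-adenosylmethionine to methylate glycine, rose by 1.31 (SE 0.26, adjusted p = 0.0199). Of the Mcm helicase subunits, Mcm6 fell by 1.05 (SE 0.16, adjusted p = 0.00670) and Mcm2 (-0.78), Mcm7 (-0.75) and Mcm3 (-0.71) also fell, while Mcm4 (-0.36, adjusted p = 0.111) and Mcm5 (-0.13, adjusted p = 0.516) did not pass. The histone variant H2az1 fell by 0.84 (SE 0.12, adjusted p = 0.00439), and falls were also found in Gmnn (-0.92), Hat1 (-0.83), Aurkb (-0.68) and Ezh2 (-0.47). In the list of DNA methylation writers, readers and erasers 3 of 13 probes rose and 1 fell (adjusted p = 0.752 by camera). In one-carbon and methionine metabolism 3 of 37 rose and 2 fell (adjusted p = 0.418 by camera), with Ahcy, which hydrolyses S-adenosylhomocysteine, higher by 0.63 (SE 0.11, adjusted p = 0.0106). The fit without C replicates 1 and 4 no longer called Dnmt1 (adjusted p = 0.0620), Gmnn (0.0515), Hat1 (0.118), Dnmt3b (0.103), Ezh2 (0.154), Mcm3 (0.152), Aurkb (0.118) and Ahcy (0.0516). It has fewer C livers, and its differences were Dnmt1 -0.74, Gmnn -0.98, Hat1 -0.73 and Dnmt3b 0.68. Those of the others were Ezh2 -0.47, Mcm3 -0.71, Aurkb -0.75 and Ahcy 0.67.

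In amino acid catabolism and the urea cycle 7 of 39 probes rose and 0 fell (12 over the list alone; adjusted p = 1.28e-05 by camera, adjusted p = 0.263 with an estimated correlation), among them Arg1 (1.05), Bckdha (0.77), Fah (0.89) and Got1 (1.54). In xenobiotic metabolism 9 of 35 rose and 0 fell (11 over the list alone; adjusted p = 2.43e-05 by camera, adjusted p = 0.263 with an estimated correlation), with Ugt1a6 (0.99) and Cyp3a9 (0.86) beside Cyp2b15 and Sult1a1. Bile acid synthesis and transport had 5 of 15 higher and 1 lower (adjusted p = 0.000330 by camera, adjusted p = 0.205 with an estimated correlation), with Abcc3 (1.19), Abcg5 (0.89) and Cyp27a1 (0.63) higher and Cyp7b1 (-0.23) lower. The circadian clock list had 5 of 14 higher and 0 lower (adjusted p = 0.000733 by camera, adjusted p = 0.110 with an estimated correlation), with Per1, Usp2, Per2 (1.37) and Cry1 (0.77). Of 36 oxidative phosphorylation probes 1, Ndufs7 (0.39), rose (adjusted p = 0.0158 by camera, adjusted p = 0.491 with an estimated correlation), and of 18 interferon response probes 1, Irf7 (0.44) (adjusted p = 0.00696 by camera, adjusted p = 0.224 with an estimated correlation). By camera the stellate cell and fibroblast list (median -0.68; adjusted p = 0.00113 by camera, adjusted p = 0.491 with an estimated correlation) and the skeletal muscle list (median -0.97; adjusted p = 0.0308 by camera, adjusted p = 0.585 with an estimated correlation) were shifted down with 0 called probes in either by limma (4 and 0 at an unadjusted p under 0.05). Without C replicates 1 and 4 these medians were -0.089 (adjusted p = 0.452 by camera) and -0.0093 (adjusted p = 0.704 by camera). In the same fit those of replication and mitosis were -0.54 (adjusted p = 2.67e-23 by camera, adjusted p = 0.141 with an estimated correlation) and -0.56 (adjusted p = 6.65e-22 by camera, adjusted p = 0.202 with an estimated correlation), with 10 and 2 probes called, all among the 20 and 18. Called probes in it numbered 4 in amino acid catabolism, 4 in xenobiotic metabolism, 2 in the bile acid list and 3 in the circadian list. The fit without C replicates 1 and 4 no longer called Cry1, Cyp27a1 (adjusted p = 0.0646), Cyp7b1 (0.257), Bckdha (0.0871), Fah, Irf7 (0.144), Cyp3a9 (0.0525) and Ndufs7 (0.0647). It has fewer C livers, and its differences were Cry1 0.69, Cyp27a1 0.64, Cyp7b1 -0.19 and Bckdha 0.64. Those of the others were Fah 0.72, Irf7 0.45, Cyp3a9 0.95 and Ndufs7 0.39.

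In total 685 probes changed between MLP and C, 358 higher and 327 lower in MLP, from 560 named genes, with a median size of 0.52 and 58 probes beyond 1. At 0.01 there were 155, 88 higher and 67 lower. The count was 335 without MLP replicate 2, 369 without MLP replicate 4, 386 without MLP replicate 3 and 391 without C replicate 1. It was 211 without C replicates 1 and 4, a fit with fewer C livers, and 177 of these were among the 685. Of the 113 named probes that passed, 77 passed whichever sample was left out, and 52 passed without C replicates 1 and 4. Genes named above that lost their call in some of the 12 fits that each leave out 1 sample are given with the number of fits and the highest adjusted p. Without MLP replicate 2 it was highest for Ndrg2 (8, 0.113), Got1 (4, 0.0561), Ezh2 (8, 0.0853), Aurkb (8), Cyp7b1 (9, 0.116), Ndufs7 (7, 0.104), Ahsp (4, 0.0694) and C1qc (6, 0.0895). Without MLP replicate 3 it was highest for Fabp2 (1, 0.0532), Gnmt (2, 0.0562) and Mcm3 (6, 0.0855). Without MLP replicate 4 it was highest for Irf7 (6, 0.0800) and Alas2 (4, 0.0585).

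Between MLP-F and C, the largest rises in named genes were in the splicing regulator Hnrnpl, by 1.00 (SE 0.15, adjusted p = 0.0242), the aldehyde oxidase Aox1, by 0.94 (SE 0.17, adjusted p = 0.0451), and in Acad10 (0.89), Pfkfb1 (0.84), Tm7sf3 (0.84) and Spns1 (0.81). Rab5b, a GTPase of early endosomes, fell by 1.06 (SE 0.15, adjusted p = 0.0177) and Nsf, which acts in membrane fusion, fell by 0.88 (SE 0.11, adjusted p = 0.0152), followed by Btg1 (-0.74), Ifitm1 (-0.73), Aldh1a1 (-0.70) and Wdr45b (-0.67). Smaller rises were in Zpbp2 (0.61), Clk4 (0.58), Pex19 (0.58) and Abcc5 (0.58) and smaller falls in Pla2g12a (-0.66), Klhl14 (-0.65), Tmem30a (-0.62) and Cyp2c24 (-0.61). The smallest p-values belonged to ILMN_1374013 (-0.47 (SE 0.044, adjusted p = 0.00480)), which has no symbol here, and to Rnasek (-0.54 (SE 0.060, adjusted p = 0.0137)), in which MLP-F replicate 2, at 4.63, stood above its littermates and closer to C. In each of these genes the 4 MLP-F values lay on one side of the 4 C values, which the naming rule required of the large rises and falls.

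None of the genes that the study's text names for expression passed in limma (0 of 30 probes, 9 at an unadjusted p under 0.05). The MLP-F group here includes replicate 2, which lay close to C. Without that liver the total of changed probes went from 76 to 940, and values of these genes for that fit are not given here. Dnmt1 differed by -0.056 (SE 0.12, adjusted p = 0.882), Mcm6 by -0.12 (SE 0.16, adjusted p = 0.779), Gnmt by 0.012 (SE 0.26, adjusted p = 0.990), Mmadhc by -0.25 (SE 0.19, adjusted p = 0.587), Dnmt3b by 0.14 (SE 0.16, adjusted p = 0.753) and Dnmt3a by 0.62 (SE 0.14, adjusted p = 0.0850). In the replication list 0 of 45 probes passed in limma (10 at an unadjusted p under 0.05), with a median of -0.078 (adjusted p = 0.00868 by camera, adjusted p = 0.876 with an estimated correlation), and in the mitosis list 1 of 48, Ska1 (0.24), rose (adjusted p = 0.207 by camera). Camera also placed oxidative phosphorylation (median -0.080; adjusted p = 0.00868 by camera, adjusted p = 0.876 with an estimated correlation) and cytosolic ribosomal proteins (median -0.12, with Rpl17 at -0.57; adjusted p = 0.00868 by camera, adjusted p = 0.876 with an estimated correlation) lower and bile acid synthesis and transport (median 0.23; adjusted p = 0.00868 by camera, adjusted p = 0.876 with an estimated correlation) higher in MLP-F. The stellate cell (median -0.49; adjusted p = 0.0276 by camera, adjusted p = 0.876 with an estimated correlation) and skeletal muscle lists (median -1.09; adjusted p = 0.0177 by camera, adjusted p = 0.876 with an estimated correlation) were lower too, and without C replicate 4 neither passed (adjusted p = 0.0935 and 0.416), nor did replication (0.0684) or oxidative phosphorylation (0.143).

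In total 76 probes changed between MLP-F and C, 30 higher and 46 lower in MLP-F, from 59 named genes, and 1 at 0.01. This count depended on single livers. It was 940 (418 higher, 522 lower, all 76 among them) without MLP-F replicate 2, 1 without MLP-F replicate 3, 13 without MLP-F replicate 1, 33 without MLP-F replicate 4, 11 without C replicate 4, 38 without C replicate 2, 41 without C replicate 3, and 27, 34, 33 and 40 without MLP replicates 1 to 4. Without C replicates 1 and 4 it was 14. Of the 29 named probes that passed, 1 passed whichever sample was left out, ILMN_1374013, so every gene named here as changed lost its call in at least 1 such fit. Without C replicates 1 and 4, 4 of the 29 passed, ILMN_1374013, Rnasek, Aldh1a1 and Cyp4a1 (-0.58), and the adjusted p of the other 25 lay between 0.0523 and 0.253. By camera 6 lists were called, and 3 without C replicate 3 and 2 without C replicate 4. Without MLP-F replicate 2, 8 oxidative phosphorylation probes fell and 0 rose (adjusted p = 0.00111 by camera, adjusted p = 0.973 with an estimated correlation), 15 ribosomal protein probes fell and 6 rose, and 3 replication probes fell with a median of -0.074.

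Between MLP and MLP-F, Hbe1 was higher in MLP by 3.28 (SE 0.39, adjusted p = 0.00116), the cytochrome P450 Cyp3a23-3a1 by 2.57 (SE 0.27, adjusted p = 0.000704), the glucuronosyltransferase Ugt1a6 by 1.49 (SE 0.16, adjusted p = 0.000790) and Per1 by 1.52 (SE 0.15, adjusted p = 0.000535), where MLP-F replicate 2 lay below its littermates. Mmadhc fell by 2.56 (SE 0.19, adjusted p = 8.62e-05) and Spink1l by 2.19 (SE 0.29, adjusted p = 0.00207). Other large rises were in Cyp2b15 (1.97), Ugt1a1 (1.83), Aass (1.75), Rbp2 (1.62) and Ifit1 (1.56) and other large falls in Lrrc42 (-1.70), Fabp2 (-1.68), Cldn3 (-1.55), C9 (-1.54), Dpt (-1.14) and Knstrn (-1.11). Rises in Pmepa1 (1.74) and falls in Fmo1 (-1.55) and Onecut1 (-1.37) passed as well. The smallest p-values were again those of ILMN_1349205 (-3.67 (SE 0.10, adjusted p = 8.59e-09)) and ILMN_1650062 (-2.47 (SE 0.078, adjusted p = 1.80e-08)).

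In the mitosis and spindle list 19 of 48 probes fell and 0 rose (31 over the list alone), with a median of -0.40 (adjusted p = 1.88e-15 by camera, adjusted p = 0.363 with an estimated correlation) and Kif20a (-0.75), Bub1 (-0.87) and Ttk (-0.61) among them. In the replication list 17 of 45 fell and 0 rose (28 over the list alone), with a median of -0.39 (adjusted p = 6.97e-15 by camera, adjusted p = 0.363 with an estimated correlation), including Rfc2 (-1.09), Mcm6 (-0.92), Rfc4 (-0.72) and Pole (-0.56). DNA repair genes fell in 5 of 33 probes (adjusted p = 0.0463 by camera, adjusted p = 0.363 with an estimated correlation), with Bard1 (-0.47) and Chek2 (-0.65). Of the genes the study's text names, 7 probes rose and 12 fell, which again is not independent evidence (adjusted p = 0.0138 by camera, adjusted p = 0.404 with an estimated correlation). Dnmt1 fell by 0.63 (SE 0.12, adjusted p = 0.0122), Gnmt rose by 1.30 (SE 0.26, adjusted p = 0.0150) and Dnmt3b by 0.73 (SE 0.16, adjusted p = 0.0223), while Dnmt3a (0.28), Ezh2 (-0.15), Hat1 (-0.36), Mcm3 (-0.44), Mcm4 (-0.30) and Mcm5 (0.0059) did not pass. Xenobiotic metabolism had 12 of 35 probes higher and 2 lower (adjusted p = 3.31e-06 by camera, adjusted p = 0.363 with an estimated correlation), amino acid catabolism and the urea cycle 9 of 39 higher and 2 lower (adjusted p = 0.000113 by camera, adjusted p = 0.366 with an estimated correlation) with Arg1 (1.30), Bckdhb (0.89) and Bckdha (0.82), and oxidative phosphorylation 6 of 36 higher and 0 lower (adjusted p = 7.05e-07 by camera, adjusted p = 0.363 with an estimated correlation) with Sdhd (0.36) and Ndufs7 (0.46). The circadian list rose in 3 of 14, Per1, Usp2 (1.30) and Cry1 (0.54) (adjusted p = 0.00430 by camera, adjusted p = 0.217 with an estimated correlation). Complement fell in 7 of 24 (adjusted p = 0.00989 by camera, adjusted p = 0.363 with an estimated correlation), with C9 (-1.54) and C6 (-0.67). Camera also placed the erythroid (adjusted p = 0.00811 by camera, adjusted p = 0.585 with an estimated correlation) and megakaryocyte lists (adjusted p = 0.0138 by camera, adjusted p = 0.366 with an estimated correlation) lower and the macrophage list (adjusted p = 0.00811 by camera, adjusted p = 0.501 with an estimated correlation) higher in MLP, with Hemgn (-0.71) and Car2 (-0.66) lower, Hbe1 higher against the direction of its list, and C1qc (0.75) and C1qb (0.60) higher.

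In total 1037 probes changed between MLP and MLP-F, 556 higher and 481 lower in MLP, from 816 named genes, and 316 at 0.01. The count was 619 without MLP-F replicate 1, 621 without MLP replicate 3, 645 without MLP-F replicate 4, 654 without MLP replicate 2 and 672 without MLP replicate 4. Of the 121 named probes that passed, 78 passed whichever sample was left out, and 109 passed without C replicates 1 and 4. Among genes named above, those that did not were Cry1 (adjusted p = 0.0595) and C1qb (0.0573). Genes named above that lost their call in some of the 12 fits that each leave out 1 sample are given with the number of fits and the highest adjusted p. Without MLP replicate 2 it was highest for Hemgn (2, 0.0537). Without MLP replicate 3 it was highest for Onecut1 (3, 0.0535). Without MLP-F replicate 4 it was highest for Pmepa1 (9, 0.112), Fmo1 (6, 0.0703), Dnmt3b (4, 0.0684), Cry1 (8, 0.110) and C1qb (5, 0.104).

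Probes that changed in MLP against both other groups numbered 382, 202 higher and 180 lower, with 0 of opposite direction and 96 at 0.01. Because both contrasts use the same MLP samples, some overlap comes without any effect. With unchanged groups simulated the shared count averaged 0.01. Almost no probe is called where nothing changes, so this count cannot gauge the overlap that shared samples bring to long lists. Independent lists of these lengths would share 22.6. With the MLP samples split into a pair for each contrast, the 6 splits shared 43 to 80 probes, against 0.998 to 2.47 for independent lists. Differences correlated across probes at r = 0.672, against 0.501 in simulated unchanged groups, with a covariance of 0.0348 against 0.00673. Genes are not independent replicates, so this r is a description. Leaving out MLP replicate 2, 3 or 4 gave 203, 218 or 221 shared probes. For probes called in MLP with a pair of C samples, differences from the remaining C samples were taken in the direction of the call. Their medians were 0.43 to 0.69 for MLP and -0.022 to 0.071 for MLP-F over the 6 splits. The same MLP samples served to choose the probes, which raises the MLP medians and not those of MLP-F. The gap between them is therefore partly due to the choice. The MLP-F medians include replicate 2, which lay close to C, and were not computed without it. MLP vs C and MLP-F vs C shared 8 probes in the same direction and 5 in opposite directions, against 1.64 for independent lists. These contrasts use the same C samples, so independent lists are not a full reference. Simulated unchanged groups shared 0 probes, but almost none are called in them, so that count is no reference either. Differences in these contrasts correlated across probes at r = 0.371, against 0.501 simulated, with a covariance of 0.0153 against 0.00672. The simulation gave all groups the same spread for a probe. Real samples deviated from their group mean with an SD across probes of 0.132 to 0.186 in C and of 0.103 to 0.122 in MLP. The simulated r and covariance are thus likely too low a reference where C is shared and too high where MLP is shared.

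**Figure D3:**
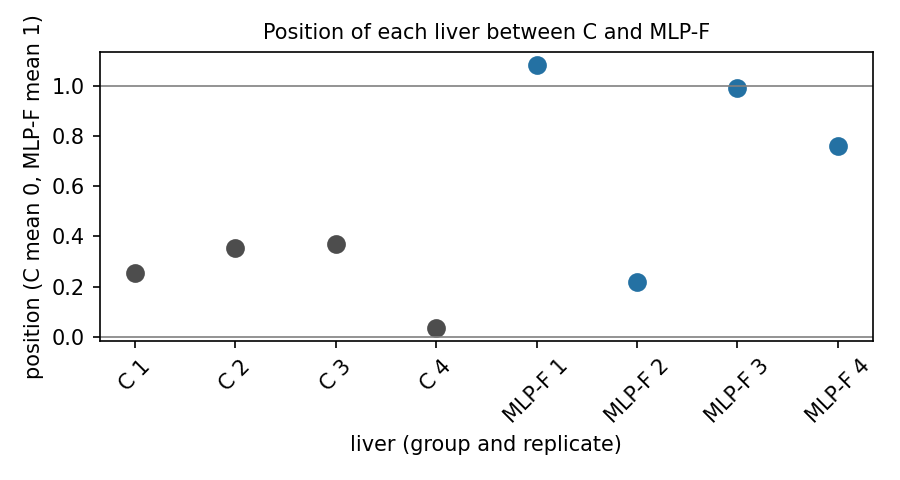
Position of each C and MLP-F liver on the axis from the C mean (0) to the MLP-F mean (1), over 500 probes ranked without that liver. MLP-F replicate 2 stands at 0.218, within the range of the C livers (0.034 to 0.369), and the other MLP-F livers at 0.761 to 1.09.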

Values the study reported

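The study used diets with 18% casein for control dams and 9% casein for both low protein groups, with 1 mg/kg folate in the control and MLP diets and 5 mg/kg in the MLP-F diet. At a false discovery rate of 5%, it found 618 probes to differ between MLP and C, and 131 at 1%. Between MLP-F and C it found 42 at 5%. MLP and MLP-F differed in 763 probes. Of these, 306 also differed between MLP and C, and 65 did at 1%.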

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

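The tests of the label of MLP-F replicate 2, of a swap of labels, of outside tissue and of the clock phases, and the marker lists of lung, squamous epithelium and smooth muscle, were chosen after the result was seen, at least in part: the nearness of MLP-F replicate 2 to C and the rise of Per1 were known when their tests were written.

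Of 279 groups of 4 values tested for 1 sample far from its 3 littermates, 15 had one, 6 in C, 6 in MLP and 3 in MLP-F, where chance gives about 1 in 20. Single samples of C stood apart for Fabp2 (replicate 4, 2.84), Pcna (replicate 2, 5.72) and Knstrn (replicate 3, 2.77). In MLP they did for Tsku (replicate 4, 1.59), ILMN_1352530 (replicate 1, 3.74), Dnmt3a (replicate 3, 3.46), Dnmt3b (replicate 1, 2.92), Cyp2c24 (replicate 4, 1.55) and the squamous epithelium median (replicate 3, 0.25). In MLP-F the squamous epithelium median of replicate 4 (0.22) stood apart, and replicate 2 did for Rnasek (4.63) and Per1 (0.93). The muscle median of C replicate 4 (4.42), its lung median (2.46) and the squamous epithelium median of C replicate 1 (1.71) were the most distant.

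The fall of replication and mitosis genes in MLP had a median of -0.51 over 93 probes. Newborn liver holds blood-forming cells, so a smaller share of dividing erythroid cells in MLP livers might give it. The erythroid median was -0.16, above 0.5 times the replication and mitosis median (-0.26) by more than the spread of random lists (0.078). Camera still placed that list lower (adjusted p = 0.0129 by camera, adjusted p = 0.491 with an estimated correlation). The erythroid median of C replicate 1, which held outside tissue signal, was 1.92, below the 2.11 to 2.45 of MLP. The other C livers stood at 2.32 to 2.56. This low value may shrink the difference, and the difference without C replicates 1 and 4 is not given here. A smaller erythroid share is therefore not excluded. A smaller share of all non-parenchymal cells would lower the markers of each type. Of 5 such medians 4 lay above the bound of -0.26, with macrophages at 0.27. Stellate cells, whose markers were high in C replicates 1 and 4, stood at -0.68. No other of the 35 splits of the 8 samples called more than 1 probe, against 685. A random division of these 8 pups is therefore argued against as the source of the calls (1 split of 35). Mixed splits count any litter difference as spread, so the splits cannot exclude a chance difference between the litters. The maternal diet remains a hypothesis, and with a single litter per diet it cannot be told apart from a litter effect.

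MLP-F replicate 2 lay closest to the C livers. A C liver carried under an MLP-F label would stand near C on probes ranked without it, and it stood at 0.218, within the 0.034 to 0.369 of the C livers and below the 0.761 to 1.09 of the other MLP-F livers. A swap with C replicate 3 is argued against, as that sample stood at 0.353 and not near MLP-F. Between MLP-F and C, 2 of 35 splits gave 76 or more probes, so chance is not excluded, and the other split, which exchanges C replicate 3 and MLP-F replicate 2, gave 423, which points to a structure of the samples. A wrong label of this liver, or a littermate that simply resembled C, may each account for this, and data in which the pattern was noticed cannot establish either.

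Signal of tissue outside the liver stood in C replicates 1 and 4. Pieces of neighbouring organs may have been taken with these livers. Markers not seen before the test were above the other 10 samples by 1.26 for lung and by 0.29 for muscle in C replicate 4. In C replicate 1 they were above by 0.97 for squamous epithelium and 0.32 for smooth muscle. Thus 1 list at most in a sample passed the bound of 1 where 2 were needed. The test left out the markers seen beforehand, and the muscle median of C replicate 4 was 0.476 over the remaining 6 probes, against 4.42 over 11 kept probes. It therefore cannot weigh against outside tissue. The transcripts seen beforehand were high in these samples whatever its outcome, and how they came there stays open. That the samples are of another organ is argued against by their hepatocyte medians, the lower of which was 0.104 below the lowest of the other 10 samples, and no biological explanation was tested.

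Between MLP and MLP-F, 1 split of 35 gave as many as 1037 probes and the highest of the others gave 1. A random division of these pups is argued against, while a chance difference between the litters is not excluded. Of 36 probes that stepped by more than 1 between MLP and both other groups, 2 had another kept probe of the gene, both of Cyp3a23-3a1 and moving alike, so a variant under the probe is not settled for the rest. Mmadhc, the largest fall among genes with a symbol, is among the rest, with 0 other kept probes. The median of Per1, Dbp and Nr1d1 minus that of Bmal1, Clock and Nfil3 differed between MLP and C by -0.10. This lay inside the range of random pairs of lists (-0.35 to 0.35). In the first set Per1 stood at 1.33, while Nr1d1 (-0.29, adjusted p = 0.227 by limma) and Dbp (0.14, adjusted p = 0.530 by limma) did not pass. In the second set Bmal1 rose by 0.32 (adjusted p = 0.0262 by limma), in the same direction as Per1, and Clock and Nfil3 did not pass. The first set goes both ways, though only Per1 passed, so a different time of day at culling stays open.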

How the results depend on the processing

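The test of the 50th percentile filter and of leaving out C replicates 1 and 4 together was chosen after the data were seen. Counts stayed within 1.5 times their value under cyclic loess, the deposited scale, a trended robust prior, array weights, averaging per gene and the 50th percentile filter. MLP-F vs C gave 37 probes with no filter, where more probes are tested, and 6 with only the 2 groups in the fit (fewer residual samples). At 0.01 the counts were 155 for MLP vs C, 1 for MLP-F vs C, 316 for MLP vs MLP-F and 96 shared. Without C replicates 1 and 4 they were 211 and 14, with 170 shared. Same-numbered samples of different groups deviated together by -0.217 to 0.143, with 1 of 12 pairs over 0.1 and 4 of 12 samples closest to their own number, so the numbers share no pairing; with the replicate block MLP-F vs C gave 29, and other counts moved by under 1.5 times. Lists called were 0, 0 and 0 with an estimated correlation and 0 by fry in MLP-F vs C. Leaving out 1 sample gave 335 (without MLP replicate 2) to 814 (without MLP-F replicate 2) probes for MLP vs C, 1 (without MLP-F replicate 3) to 940 (without MLP-F replicate 2) for MLP-F vs C, 619 (without MLP-F replicate 1) to 1355 (without MLP-F replicate 2) for MLP vs MLP-F and 203 (without MLP replicate 2) to 428 (without MLP-F replicate 3) shared, with 11 to 16, 2 to 6 and 9 to 15 lists. The cause was not tested. Named probes kept their direction in all settings. They were chosen as called probes, most of which had no overlap between groups, so leaving out samples could hardly reverse them. They lost their call in 386 of 2596, 276 of 664 and 378 of 2780 values for MLP vs C, MLP-F vs C and MLP vs MLP-F. Settings that need detection p-values, raw intensities or array positions, and median scaling of values that are already quantile normalized, were not run. Signal over background is not known for dim probes, whose changes the scale understates.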

Other observations

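The test of leaving out C replicates 1 and 4 together was chosen after the result was seen.

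Lipid and glucose genes moved both ways between MLP and C. In fatty acid oxidation and ketogenesis 6 of 39 probes rose and 1 fell (adjusted p = 0.0761 by camera), with Decr2 (0.54), Cpt2 (0.60) and Crat (0.69) higher and the carnitine octanoyltransferase Crot, which fell by 1.00. Triglyceride synthesis genes Lpin1 (1.17), Agpat2 (0.89) and Dgat1 (0.78) rose and the desaturase Fads1 (-0.65) fell, while the list did not pass (adjusted p = 0.489 by camera). The sterol genes Acat2 (-0.90) and Sqle (-0.84) fell (adjusted p = 0.214 by camera for the list). Pfkfb1, a kinase that controls glycolytic flux, rose by 1.29 (SE 0.13, adjusted p = 0.000888) and also rose in MLP-F vs C, and Slc37a4 (0.80) and Pdk1 (0.55) rose and Pfkl (-0.48) fell. The glucocorticoid-responsive Fkbp5 (0.82) rose and Hsd11b1 (-0.82) fell. The imprinted genes Snrpn (0.56) and Cdkn1c (0.32) rose and Igf2r (-0.60) fell (adjusted p = 0.705 by camera for the list). In the complement list 3 of 24 fell (adjusted p = 0.0771 by camera), C9 (-1.73), C4bpa (-0.61) and C6 (-0.53). In the acute phase list 1 of 23 probes, the interleukin receptor Il6r (0.82), rose and 2, Apcs and Hpx, fell (adjusted p = 0.342 by camera). Without C replicates 1 and 4, a fit added after the data were seen, limma no longer called Pdk1 (adjusted p = 0.137), Cdkn1c (0.0719), Cpt2 (0.0576), Crat (0.103), Agpat2 (0.0623), Acat2 (0.0942), Sqle (0.0997), Pfkl (0.0713), Slc37a4 (0.131), Igf2r (0.0994), Il6r (0.0580), Apcs (0.0813) and Hpx (0.120). It has fewer C livers, and its differences were Pdk1 0.46, Cdkn1c 0.40, Cpt2 0.65 and Crat 0.62. Those of the next were Agpat2 0.78, Acat2 -0.77, Sqle -0.94 and Pfkl -0.53. The rest were Slc37a4 0.81, Igf2r -0.54, Il6r 0.70, Apcs -0.52 and Hpx -0.51. Some of these genes lost their call in part of the 12 fits that each leave out 1 sample, given as the number of fits and the highest adjusted p. Without C replicate 1 it was highest for Crat (1, 0.0505) and Ddit4 (11, 0.119). Without MLP replicate 2 it was highest for Cdkn1c (7, 0.118), Acat2 (3, 0.0585) and C6 (4, 0.0580). Without MLP replicate 3 it was highest for Pdk1 (3, 0.0548) and Sqle (6, 0.0889). Without MLP replicate 4 it was highest for Slc37a4 (5, 0.0735).

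Some lists had 0 called probes between MLP and C by limma, with 0 of 14 lymphocyte, 2 of 18 granulocyte, 2 of 13 endothelial and 1 of 9 megakaryocyte probes at an unadjusted p under 0.05. Of 25 probes in the amino acid response list, Nupr1 (1.45) and Ddit4 (0.54) rose and Atf4 (-0.28) did not pass. The fit without C replicates 1 and 4, which has fewer C livers, no longer called Nupr1 (adjusted p = 0.0870) and Ddit4 (0.279). Their differences in it were 1.30 and 0.42.

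At a false discovery rate of 5%, 76 probes changed between MLP-F and C. That is higher than the value quoted from the study above. The direction of that difference turns with the processing, as the count here was 37 with no filter, 6 with only the 2 groups in the fit and 29 with the replicate block, and ran from 1 to 940 when 1 sample was left out.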
